A study of Schizosaccharomyces pombe with 80 samples. Its data were reported in "Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly" (2018).

How the data were processed

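The series measured dimethylation of histone H3 at lysine 9 (H3K9me2) by chromatin immunoprecipitation and sequencing in fission yeast. Of its 80 samples, 75 had a peak list and were analysed. The other 5, which profiled RNA polymerase II, were not analysed here. Per the labels and the study's methods, the authors removed adaptors, left out reads under 20 nt, aligned the rest to the genome build ASM294v2 with Bowtie and smoothed the aligned reads over a 1 kb window. The submitters' processing notes also name SAMtools and bedtools. Each deposited list was made from a single library, with replicates kept apart, and gave each peak's chromosome, start, end and length.

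The signal in each deposited list was the read coverage that the authors averaged over the peak and over its chromosome, without scaling between samples or correction for input. The fold used below is the authors' peak coverage divided by their chromosome coverage, and it describes and ranks peaks. The smallest fold in the 75 lists was 3.00 and the shortest peak was 51 bp. In 36 of the 74 lists with a peak, the peaks of a chromosome held more coverage than its average times its length. These include all 15 vector and all 15 seb1-1 isolates, and both pfs2-11 and both pfs2 wild-type samples. The chromosome coverage was therefore no plain mean over all positions in those lists, and folds were set side by side between groups as listed values. Chromosome coverage, the only measure of depth in the files, ran from 1.70 to 88.7 reads per base.

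Positions were compared with the reference chromosomes. The last peaks ended 161 bp, 27 bp and 14606 bp before the ends of chromosomes I, II and III, and no peak ran past an end. Gene names came from an annotation with 12606 genes on these chromosomes. Positions are given as in the lists, counted from 1.

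Groups, tests and alternatives were fixed before the data were examined, except where the closing section says otherwise. Peaks less than 1 kb apart were merged. A merged peak was called an ectopic region when it lay over 10 kb from every peak of the isolate's own parent and from each of 82 curated heterochromatin sites that the study listed, and over 1 kb from every peak of the matched input. It also had to lie over 10 kb from constitutive heterochromatin, taken as the centromeres, the mating-type region, 100 kb at each end of chromosomes I and II and 50 kb at each end of chromosome III. A fold of at least 3 was required, and no minimum length. The list for the parent of tfs1DN isolates 1 and 13 held 0 peaks, so those isolates had no parent peaks to exclude. Every other list, inputs included, held peaks, and whether this list is complete is unknown. The labels title the parent and input of the second tfs1DN batch for isolates 2 to 11, but pair isolate 12 with that input and name a parent for isolates 2 to 12, which was taken to be the same sample. Isolate 13 is so numbered in the labels, while its list carries the number 15.

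Isolate counts were compared with Fisher's exact test. Peaks per isolate were compared with a permutation test of 100000 resamples. Values in groups with fewer than 10 samples were compared with an exact permutation test. Each curated site was tested with Fisher's exact test on the number of isolates with an overlapping peak, and p-values were adjusted by the Benjamini-Hochberg method over the sites with a peak in at least 1 isolate, at a threshold of 0.05. All tests were two-sided. Intervals for percentages of isolates are 95% exact Clopper-Pearson intervals and cover counting error only. The curated-site test was tested on simulated data with 15 against 15 isolates and 82 sites, where it recovered 98.3% of 12 changed sites over 20 repeats and called 0.214% of the others.

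Regions and genes were named by a rule. These were the 10 longest ectopic regions per group, the up to 10 curated sites with the smallest p per comparison, and fixed lists. The lists held constitutive heterochromatin, meiotic genes silenced by RNA elimination, silencing factors of the Clr4 complex and HP1 family, RNAi factors, SHREC and related factors, subtelomeric helicase genes, elongation and termination factors, marker loci and euchromatic controls. The mcp5 gene is num1 in the annotation.

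Group and sequencing batch could not be separated, since each group of isolates was sequenced in its own batches. The epe1 tfs1DN isolates came in 2 batches, and the epe1 ago1 isolates in 3 sets with a parent each. Isolate numbers name isolates and pair nothing between groups. Over the curated sites the median correlation of same-number isolates was 0.0638, -0.00724 and -0.0131 for the epe1 tfs1DN, seb1-1 and ago1 comparisons. Each pfs2-11 replicate shared a batch and an input with a wild type by the labels, and the correlation within these pairs over 1 kb bins was 0.0652. Alternatives changed the exclusion distance, the use of the curated list, parents and inputs, the minimum fold and length, the overlap that counts as a peak at a site, and the isolates, sets or replicates included. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.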

Results

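The data were H3K9me2 peak lists from fission yeast. All isolates and their parents lacked epe1, which encodes a JmjC-domain factor that opposes the spread of heterochromatin. Isolates carried tfs1DN, a dominant-negative form of the elongation factor TFIIS, or an empty vector. There were 13 epe1 tfs1DN isolates, 15 epe1 vector isolates, 12 epe1 ago1 tfs1DN isolates without Argonaute and 15 seb1-1 epe1 tfs1DN isolates with a mutant form of the RNA-binding termination factor Seb1. Their 7 parents, 9 input samples, and 2 pfs2-11 and 2 wild-type samples completed the set. The labels give no deletion of epe1 for these last 4, which were grown at a higher temperature. The 75 lists held 7203 peaks. Mean chromosome coverage was 7.72 ± 3.10 reads per base in epe1 tfs1DN (SD, n = 13), 4.03 ± 1.72 in vector (n = 15), 21.5 ± 6.16 in ago1 (n = 12) and 30.9 ± 7.54 in seb1-1 isolates (n = 15). Input samples held 19.1 ± 15.2 peaks (SD, n = 9).

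The first comparison asked whether tfs1DN in cells without epe1 was accompanied by ectopic H3K9me2. By the study's account thiamine held the promoter of tfs1DN repressed, because strong expression was lethal, and a low level of expression leaked through. The longest ectopic region of an epe1 tfs1DN isolate covered plr1 and abc1 in isolate 1, over 4.48 kb of chromosome I from 4462814 to 4467290 with a fold of 4.09. The list of that isolate's parent was empty, so this region was filtered against no parent peak. The next longest covered ght1, a hexose transporter gene, in isolate 4, over 4.31 kb of chromosome III from 232550 to 236858 with a fold of 4.87. Shorter regions lay over the nucleoporin gene nup189 and over plb2, tif471, cdc48 and cbh1. The longest region of a vector isolate covered mti3, ctr6 and nif1 in isolate 8, over 4.74 kb of chromosome II from 2098841 to 2103577 with a fold of 3.44, and began 10.2 kb from a parent peak. Most of the other vector regions lay over the eisosome gene pil1, and none of these exceeded 0.465 kb.

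An ectopic region was found in 12 of 13 epe1 tfs1DN isolates (92.3%, interval 64.0 to 99.8%) and in 9 of 15 vector isolates (60%, interval 32.3 to 83.7%), with p = 0.0836 by Fisher's exact test. The tfs1DN isolates held 529 regions with a median length of 0.336 kb, of which 94.7% were under 1 kb and 420 overlapped a region of another isolate. Isolate 9 alone held 203 of these regions, and the other 12 isolates held 326. Regions of at least 3 kb were found in 2 of 13 tfs1DN isolates and 1 of 15 vector isolates. The difference of 32.3 percentage points became 71.3 points (p = 0.000385) when the peaks of every parent were excluded, 8.72 points (p = 0.583) for regions of at least 3 kb, and 7.69 points (p = 0.464) at a fold of at least 4.5. Excluding every parent took vector isolates from 9 to 2 of 15 and tfs1DN isolates from 12 to 11 of 13. It was uneven, since the tfs1DN isolates of the second batch were already filtered against the parent with the most peaks (337). Over 10 kb from constitutive heterochromatin that parent held 196 merged peaks and the vector parent 12, so the main search was unequal too.

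**Figure D1:**
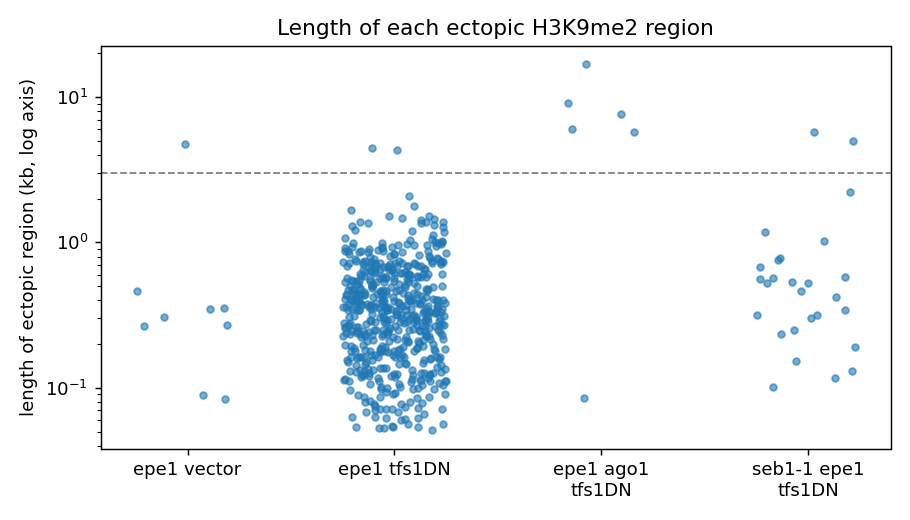
Length in kb, on a log axis, of each ectopic region in the 4 groups of isolates, with 1 point per region and a dashed line at 3 kb. Most of the 529 epe1 tfs1DN regions lie under the line, and 5 of the 6 regions of the ago1 isolates lie above it.

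The second comparison asked whether ectopic regions were found without Argonaute. In ago1 isolate 6 a region of 16.8 kb on chromosome III, from 1263994 to 1280814, covered osh6, tel1 and pdr16. It overlapped ectopic regions of 7 other isolates, none of them ago1 isolates. Tel1 is a checkpoint kinase. A region of 9.07 kb in isolate 1 on chromosome I, from 1654277 to 1663345, covered ubx3, met11 and msc1 with a fold of 5.59. Regions of 7.70 kb over cbh2, pho8 and erg26 in isolate 3, of 6.05 kb over mpc1, mug146 and ght6 in isolate 4, and of 5.71 kb over aim21 in isolate 2 were the others of at least 3 kb. The ago1 isolates held 6 regions, in 5 of 12 isolates (41.7%, interval 15.2 to 72.3%).

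This share was below that of the vector isolates by less than could be told from chance (p = 0.449, Fisher's exact test) and below that of the epe1 tfs1DN isolates (p = 0.0112, Fisher's exact test). For regions of at least 3 kb both directions turned, with 5 of 12 ago1 isolates against 1 of 15 vector isolates (35 percentage points, p = 0.0602) and against 2 of 13 tfs1DN isolates (26.3 points, p = 0.202). At a fold of at least 4.5 the differences were 8.33 and 0.641 points. The search was unequal, since parent peaks set different shares of the genome aside. Over 10 kb from constitutive heterochromatin, the parent of the second tfs1DN batch held 196 merged peaks and the vector parent 12. The ago1 parents of sets 1, 2 and 3 held 5, 8 and 3. With parent peaks under 1 kb not used, a rule chosen after the data were seen, the ago1 against tfs1DN difference was 3.21 points. The ago1 background had no vector isolates, and the groups were sequenced in different batches.

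The third comparison asked whether the frequency differed in seb1-1 cells. The longest seb1-1 region covered bbc1 and mrp51 in isolate 9, over 5.76 kb of chromosome I from 4107415 to 4113177 with a fold of 6.09. It overlapped ectopic regions of 2 other seb1-1 isolates. In epe1 tfs1DN isolate 9 a region over bbc1, from 4107597 to 4110994, was set aside because it overlapped a peak of the parent without tfs1DN. In isolate 12 a region of 4.97 kb from 3262525 to 3267491 covered the helicase gene sen1 with a fold of 4.67. Isolate 9 also had a region of 2.24 kb over ski7, and isolate 7 had regions over tfs1 and nmt1. Short regions over pan1 and pyk1 made up the rest of the 10 longest.

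An ectopic region was found in 9 of 15 seb1-1 isolates (60%, interval 32.3 to 83.7%) against 12 of 13 epe1 tfs1DN isolates, with p = 0.0836 by Fisher's exact test. The 9 include isolate 7, whose only 2 regions lay over tfs1 and over nmt1, whose promoter drove tfs1DN. The seb1-1 isolates held 27 regions, of which 24 overlapped a region of another isolate. Regions of at least 3 kb were found in 2 of 15 and 2 of 13 isolates (p = 1). At a fold of at least 4.5 the direction turned, with 3 of 15 against 1 of 13 isolates (12.3 points, p = 0.6), and with the peaks of every parent excluded the difference was -44.6 points (p = 0.0238). That exclusion was uneven, since most epe1 tfs1DN isolates were already filtered against the parent with the most peaks. At the stricter fold seb1-1 isolate 7 counts only through its tfs1 region (fold 4.90).

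The number of peaks per isolate was compared to describe how the groups differed across the genome. The epe1 tfs1DN isolates held 299 ± 162 peaks (SD, n = 13) and the vector isolates 61.7 ± 10.6 (SD, n = 15), a difference of 237 with p = 2e-05, the smallest value the permutations could give. Peaks lay over euchromatic control genes in the second tfs1DN batch, where fba1 carried one in 10 of 11 isolates and tdh1 in 9, and 6 of 10 control genes carried one in at least 1 isolate. Of these 6, act1 lies in a curated site beside mei4. In this batch the parent, which carried no tfs1DN, held 337 peaks and its isolates 338.9 ± 141.5 (SD, n = 11). The isolates of the first batch held 79 ± 5.66 peaks (SD, n = 2). The difference fell to 42.9 when only peaks of at least 1 kb were counted and to 96.4 when only folds of at least the median of all isolates (3.37) were counted. The seb1-1 isolates held 71.1 ± 10.7 peaks (SD, n = 15), 9.40 more than vector isolates (p = 0.0246, permutation test), and their parent held 69. That difference was 5.73 (p = 0.149) without peaks that overlapped an input peak and 6 (p = 0.126) between medians, while it was 18.9 at folds of at least 3.37 and 14.9 for peaks of at least 1 kb (p = 2e-05 for each, the smallest value the permutations could give).

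**Figure D2:**
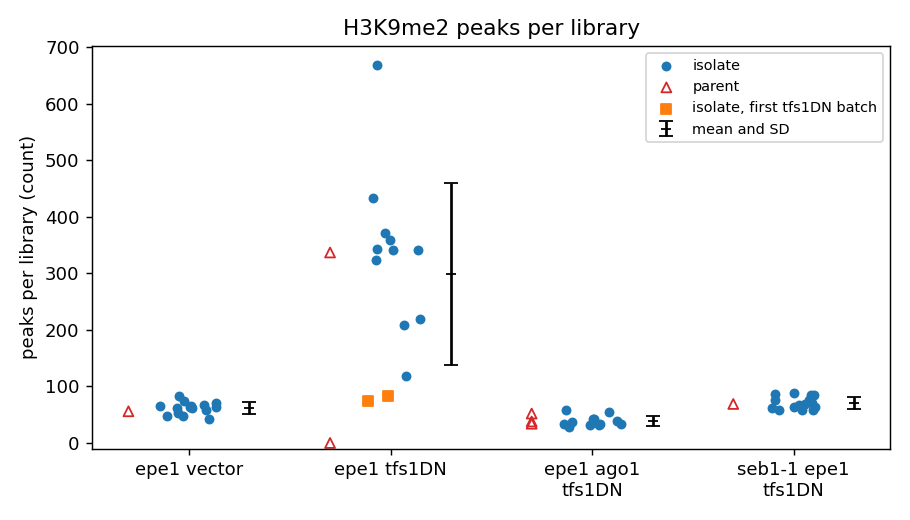
Number of H3K9me2 peaks per library, with 1 point per isolate, squares for the first tfs1DN batch, open triangles for parents, and the mean and SD of each group beside its points. The parent of the second tfs1DN batch, at 337 peaks, lies among its isolates.

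The curated sites, which the study listed from earlier work, were compared to show where established facultative heterochromatin differed. In vector isolates the meiotic genes mei4, ssm4, mcp5 and mcp7, whose transcripts are removed during growth, each carried a peak in 15 of 15 isolates. In seb1-1 isolates the sites at mcp7 (Island 1 and Region 3) and at mcp5 (Island 8, Region 15 and HOOD-18) carried a peak in 0 of 15 isolates (adjusted p = 5.37e-08 for each). The sites at ssm4 (Island 6 and Region 11) carried one in 2 of 15 (adjusted p = 5.48e-06) and the sites at mei4 (Island 9 and Region 17) in 3 of 15 (adjusted p = 2.63e-05). HOOD-21, at rpp202, carried one in 15 of 15 seb1-1 isolates and 0 of 15 vector isolates. It lies inside the mating-type region, taken here as constitutive, where peaks in the input of the seb1-1 batch also covered 8.96 kb. The count was 10 of 25 sites tested, 1 higher and 9 lower, and it was 5 of 17 when overlapping sites were merged. The seb1-1 isolates differ from the vector isolates in tfs1DN as well as in seb1-1. The mean fold of centromeric peaks was 18.02 ± 4.22 in seb1-1 isolates and 70.1 ± 16.8 in vector isolates (SD, n = 15 each).

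In epe1 tfs1DN isolates Region 25, at mae2, carried a peak in 0 of 13 isolates against 15 of 15 vector isolates (adjusted p = 1.2e-06). HOOD-9, at rad50, carried one in 3 of 13 and the mcp5 sites Island 8 and HOOD-18 in 4 of 13, against 15 of 15 each. Region 13, which includes ade2, carried one in 11 of 13 against 0 of 15 (adjusted p = 8.17e-05). Island 4 and Region 8 carried one in 11 of 13 against 1 of 15, and HOOD-17, Region 14 (both at tgp1) and HOOD-6 in 9 of 13 against 0 of 15. The count was 19 of 45 sites tested, 14 higher and 5 lower, and without isolate 9, the library with the most peaks, it was 14, with 9 higher and 5 lower. The parent of the second batch, without tfs1DN, carried peaks at 21 curated sites, its isolates at 21.1 ± 6.98 (SD, n = 11) and the isolates of the first batch at 7.5 ± 2.12 (SD, n = 2). When a peak had to cover at least 50% of the site it was 9, with 0 higher and 9 lower, and at folds of at least 3.37 it was 11, with 4 higher and 7 lower.

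In epe1 ago1 tfs1DN isolates 5 of 22 sites tested were lower and 0 were higher. Region 25, at mae2, carried a peak in 0 of 12 isolates against 15 of 15 (adjusted p = 1.27e-06). The ssm4 sites carried one in 2 of 12, HOOD-8, at lys1 and prm1, in 0 of 12 against 11 of 15, and HOOD-9 in 5 of 12. The mei4, mcp5 and mcp7 genes carried a peak in 12 of 12 isolates. The count was 3 when a peak had to cover at least 50% of the site. With peaks of at least 1 kb 4 sites were lower and 3 were higher, and at folds of at least 3.37 4 were lower and 1 was higher. In all of these comparisons with the vector isolates the batch and the group could not be told apart.

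**Figure D3:**
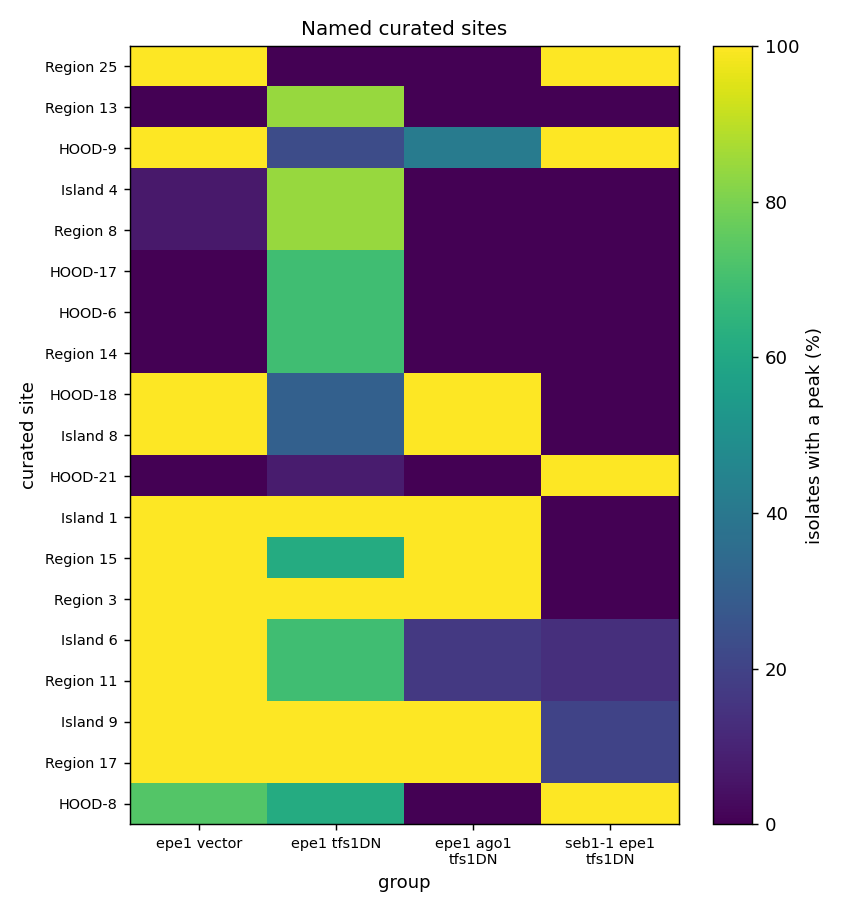
Percentage of isolates with a peak (colour) at each named curated site (vertical axis) in the 4 groups of isolates (horizontal axis). Island 1 and Region 3, at mcp7, carry a peak in all 15 vector isolates and in 0 of 15 seb1-1 isolates.

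The ago1 isolates were compared with their parents to ask how H3K9me2 at centromeres and at clr4, which encodes the H3K9 methyltransferase, differed once tfs1DN was present. The parents of sets 2 and 3 carried a peak of 4.26 and 4.35 kb over clr4 and the neighbouring meu6, at 453884 to 458141 and 453838 to 458188 of chromosome II, with folds of 5.26 and 5.29. No ago1 isolate carried a peak at clr4, 0 of 12 against 2 of 3 parents (p = 0.0286, Fisher's exact test). Peaks covered 102 ± 3.77 kb of the centromeres in the isolates (SD, n = 12) and 63.6 ± 53.9 kb in the parents (SD, n = 3), a difference of 38.0 kb (p = 0.0242, exact permutation test). Both tests count isolates of the same parent as independent. Without vector isolates in the ago1 background, an effect of tfs1DN cannot be told apart from one of transformation or of growing new isolates. The mating-type region carried 0 kb of peaks in the parents of sets 2 and 3, and 2.36 ± 1.68 kb (SD, n = 5) and 3.44 ± 1.99 kb (SD, n = 4) in their isolates. In set 1 it carried 2.13 kb in the parent and 2.88 ± 2.37 kb in the isolates (SD, n = 3), of which 1 of 3 exceeded the parent.

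Within sets, the centromeric values were 104 ± 0.817 kb against 105 kb in the parent of set 1 (SD, n = 3), 102 ± 0.546 kb against 83.6 kb in set 2 (SD, n = 5) and 99.8 ± 6.21 kb against 2.56 kb in set 3 (SD, n = 4). The isolate exceeded its parent in 2 of 3, 5 of 5 and 4 of 4 isolates. A permutation within sets gave 38.3 kb (exact p = 0.0167) and, for clr4, exact p = 0.0333. Without set 3 the difference was 8.47 kb (exact p = 0.156), and without set 2 or set 3 the clr4 difference no longer passed the threshold (exact p = 0.222 and 0.2).

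**Figure D4:**
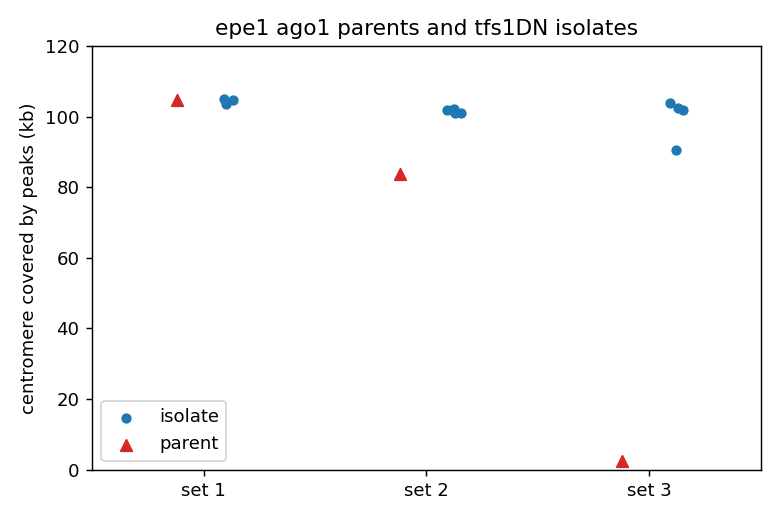
Centromeric DNA under peaks in kb for the epe1 ago1 parents (triangles) and tfs1DN isolates (points) of each set. The parents of sets 2 and 3, at 83.6 and 2.56 kb, lie below all of their isolates.

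The last comparison asked how H3K9me2 differed in pfs2-11, a mutant of an mRNA 3'-end processing factor. At the centromeres the mean fold of peaks was 102 in pfs2-11 against 38.9 in the wild type in replicate 1, a ratio of 2.61, and 44.0 against 23.6 in replicate 2, a ratio of 1.86. The centromeric length under peaks was 110 against 107 kb and 108 against 108 kb. The group means of the fold were 72.8 ± 40.8 and 31.2 ± 10.8 (SD, n = 2), with p = 0.333 in an exact permutation test, the smallest value this design allows. The 3 centromeres each had a higher fold in pfs2-11 in both replicates. With peaks weighted by length the ratios were 2.57 and 1.43. Chromosome coverage was 2.76 in pfs2-11 and 9.64 in the wild type in replicate 1, and 3.40 and 2.62 in replicate 2. It was no plain mean in any of these lists, so the folds may not share a scale.

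At the subtelomeres of chromosomes I and II peaks covered 98.7 kb in pfs2-11 against 97.7 kb in replicate 1 and 52.7 against 95.2 kb in replicate 2. The means were 75.7 ± 32.5 and 96.4 ± 1.81 kb (SD, n = 2, p = 1 in an exact permutation test). At the right end of chromosome I peaks covered 0.928 against 1.51 kb and 0 against 1.93 kb. In replicate 2 the right end of chromosome II had 0 kb in pfs2-11 against 41.6 kb. The pfs2-11 list of that replicate held no peak right of the centromeres on chromosomes I and II, and whether it is complete is unknown, which limits its subtelomeric values. The direction of the subtelomeric difference turned without replicate 2 (0.955 kb) and without peaks that overlapped an input peak (6.18 kb).

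**Figure D5:**
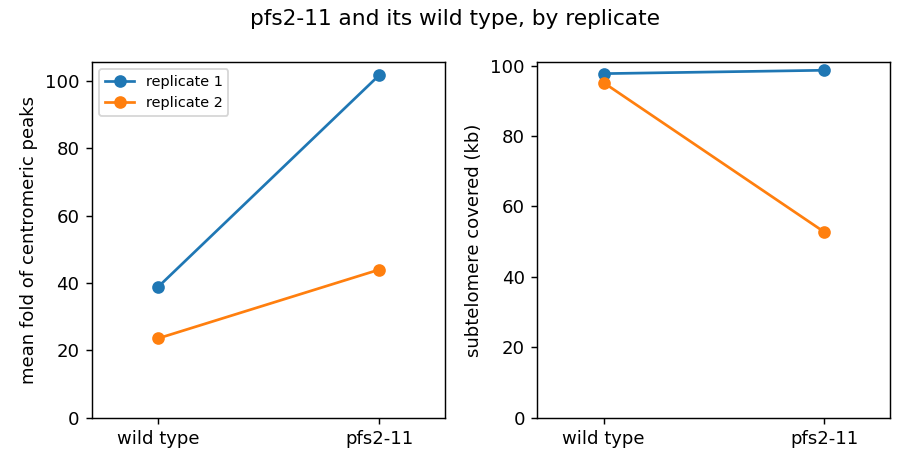
Mean fold of centromeric peaks (left) and kb of subtelomere under peaks (right) in pfs2-11 and its wild type, with a line joining the samples of each replicate. The centromeric fold is higher in pfs2-11 in both replicates, at 102 and 44.0 against 38.9 and 23.6.

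Among the other fixed lists, RNAi genes and the SHREC list carried 0 peaks in every group. The helicase genes tlh1 and tlh2 at chromosome ends carried one in every isolate, but also in 6 of 9 and 9 of 9 input samples. Of the 9 genes for the Clr4 complex and HP1 proteins, clr4 alone carried a peak, in the 2 ago1 parents above and, 0.141 and 0.233 kb long, in 1 epe1 tfs1DN and 1 seb1-1 isolate. Among 8 elongation and termination genes, tfs1 and mlo3 carried one in 3 and seb1 in 2 of 13 epe1 tfs1DN isolates, and tfs1 in 1 seb1-1 isolate. Of 4 marker loci leu1 alone carried one, in 11 of 13 epe1 tfs1DN, 3 of 15 vector and 1 of 15 seb1-1 isolates, in 1 of 3 epe1 parents and in 3 of 9 input samples. The control gene rpb1 carried one in 11 of 15 vector and 12 of 15 seb1-1 isolates. The genes cta3 and its8, which the study named for an ectopic region, carried a peak in 1 epe1 tfs1DN isolate, isolate 2. That peak spanned 8.60 kb of chromosome II, from 608083 to 616680, with a fold of 4.87, and was not counted as ectopic because a parent peak of 0.773 kb lay 9.67 kb away.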

Values the study reported

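The study reported ectopic heterochromatin in 5 of 13 epe1 tfs1DN isolates and in 0 of 15 vector isolates (χ² = 7.02, P = 0.0082), with region sizes of about 3 to 15 kb. It reported such regions in 6 of 12 ago1 isolates and a single one among 15 seb1-1 isolates (χ² = 4.18, P = 0.0409). For the seb1-1 group it also described 2 more regions that looked ectopic by eye but fell under its cutoffs. It described heterochromatin at clr4 in 2 of 3 ago1 starting isolates, and in pfs2-11 a subtelomeric region of 15 kb on the right arm of chromosome 1 with increased H3K9me at all centromeres.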

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

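The tests named here were chosen after the result was seen, except those of GC content, of peak thresholds, of ribosomal protein genes and of the chromosome mean, and the splits of isolates, which were set before. The first test of immunoprecipitation strength had pointed to a weaker immunoprecipitation, the test of it as the whole cause was added after that result, and both were later set aside for the reason given below.

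A sample far from the others was found in 6 of 15 groups and measures tested, where chance gives about 1 in 20. Input sample 7, the input of the seb1-1 batch, stood apart with 116 kb under peaks, 52.8 kb of centromere and 8.96 kb of the mating-type region under peaks and a centromeric fold of 3.66. Input sample 8 stood apart with a coverage of 86.1 reads per base. In set 2, ago1 isolate 10 stood apart with a coverage of 34.9 reads per base, and in set 3, isolate 5 stood apart with 90.5 kb of centromere under peaks. A difference between groups was seen for subtelomeric length, where the isolates of set 2 fell by 25.8 kb from their parent, all 5 of them, and the isolates of set 3 rose by 80.8 kb, all 4 of them. The difference itself was not tested. A signal outside the comparisons was a peak over tfs1 in 4 of the 40 isolates with tfs1DN, against 0 of 15 vector isolates.

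The second epe1 tfs1DN batch held many peaks under 1 kb outside constitutive heterochromatin, from 37 to 509 per isolate. Expression of tfs1DN is not needed for them, since the parent held 218. As the whole cause, a peak threshold lowered by weak heterochromatin is argued against by 4 libraries outside the batch. These had as low a threshold, and at most 9 short peaks were found in them. Their coverage was 12.2 to 22.2, and that of the batch, except isolate 2, at most 8.67. A low threshold together with low depth was therefore not tested, and the thresholds took the chromosome coverage as a plain mean. Low depth may contribute, since the batch ran from 37 short peaks at a coverage of 12.9 to 509 at 3.63 and the vector isolates, with at most 16, had other thresholds and decide nothing, but as the whole cause it is argued against by 3 input samples with coverage of 5.24 to 9.76, where at most 1 was found. A background of the batch stays open, as 90.2% of short peaks overlapped one of another library of the batch against 4.64% at random positions and their median GC content was 9.70 percentage points above that of random windows. Signal over highly transcribed genes stays open too, as ribosomal protein genes carried a peak 2.40 times as often as other coding genes, between the bounds set.

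Peaks over tfs1 were found in epe1 tfs1DN isolates 4, 9 and 11 and in seb1-1 isolate 7, with folds of 3.13, 3.84, 3.41 and 4.90. The fold over leu1, the locus where the study inserted tfs1DN, was 6.38 to 8.73 in the 3 tfs1DN isolates. It was 3.37 to 4.64 in the other isolates of the batch (exact permutation p = 0.00606). More copies of an integrated plasmid may therefore account for the higher folds and the tfs1 peaks. They do not account for a leu1 peak as such, which the parent without the plasmid (3.85) and the input (3.90) also had. Peaks over nmt1, whose promoter drove tfs1DN, were found in seb1-1 isolate 7 (fold 4.41) and tfs1DN isolate 9 (highest fold 3.04) and in no other library. Isolate 9 held the most peaks of all libraries, and its nmt1 peaks were at most 0.168 kb long. With only isolate 7 clear of the minimum fold, nmt1 does not decide whether these are chance peaks of noisy libraries. The rank of the leu1 peak outside heterochromatin, first in the 3 tfs1DN isolates and within the top 11.1% in seb1-1 isolate 7, did not settle this, since 18 peaks in isolate 7 were too few for the bound of 5% to be met. Methylation of the inserted sequence cannot be told apart from extra copies, since an input was sequenced per batch and not per isolate, and 0 input samples had a peak at tfs1.

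Of the curated sites that differed, 9 carried a peak in all 15 vector isolates and in few seb1-1 isolates. The depth test pointed against lower depth, as the lowest seb1-1 coverage was 18.8 reads per base and the highest vector coverage 7.20. It cannot decide, since the chromosome coverage was no plain mean in any of these lists. A weaker immunoprecipitation stays open. The centromeric fold fell by 52.1 from vector to seb1-1 isolates. Against it as the whole cause, 22 other isolates with lower centromeric folds than the seb1-1 isolates carried peaks at 6.77 of the 9 sites on average, against 0.667. In all 15 seb1-1 and all 15 vector lists the peaks of a chromosome held more coverage than its average allows, so these folds may not share a scale. In the seb1-1 lists this was so on chromosome III only, and in the 22 isolates on no chromosome. The 9 sites lie on chromosomes I and II, but the mean centromeric fold includes chromosome III, so the comparison with the 22 isolates does not decide. A raised chromosome mean could not be tested, because in 12 of 15 vector isolates the peaks of chromosome I or II, where these sites lie, held more coverage than the chromosome average allows. The seb1-1 parent carried a peak at 2 of the 9 sites and the epe1 parent of the vector isolates at 9, so an effect of seb1-1 cannot be told apart from the batch. The seb1-1 isolates also carried tfs1DN, unlike the vector isolates. The epe1 tfs1DN isolates, sequenced in other batches, carried peaks at 5 of the 9 sites on average in their first batch and at 6.91 in their second.

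The counts of differing curated sites were compared with other splits of the same isolates, 100 for each comparison with the real one included. In 1 of 100 splits, the real one, the count reached 19 for epe1 tfs1DN, 10 for seb1-1 and 5 for ago1, and the highest count in another split was 1, 8 and 0. Random division of the same isolates is therefore argued against as the source of these counts. The splits treat isolates as independent, though isolates of a group share parents. Chance differences between parents, like batch, cannot be excluded.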

How the results depend on the processing

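Of 109 alternatives, 77 kept the direction and the side of the threshold or stayed within 1.5 times a count. Those without tfs1DN isolate 9, with peaks of at least 1 kb, and with regions of at least 3 kb where parent peaks under 1 kb were not used were chosen after the data, and the study's counts, had been seen. The difference in peaks between epe1 tfs1DN and vector and the centromeric fold of pfs2-11 kept their direction in all 8 and 6 alternatives, the latter from 20.4 to 62.8 without replicate 1 or 2. All alternatives for pfs2-11 used the same chromosome coverage, so they did not test whether its folds share a scale. The cause of the changes below was not tested, except where fewer samples, sites or peaks entered by construction.

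The tfs1DN against vector difference in isolates with an ectopic region passed the threshold at an exclusion of 20 kb (45.6 percentage points), without the curated list (33.3) and with every parent excluded (71.3). With the last added rule it was 31.8 points (p = 0.0691). The ago1 against vector difference reversed without the curated list (8.33), with every parent excluded (11.7), at the stricter fold (8.33), for regions of at least 3 kb (35), in 1 isolate only (20) and with the added rule (35). The seb1-1 difference passed the threshold at 5 kb (-40) and with every parent excluded (-44.6) and reversed at the stricter fold (12.3). The ago1 against tfs1DN difference no longer passed the threshold without the curated list (-25), for regions in 1 isolate only (-12.8) and with isolates of the same number as a block (-50), and reversed at the stricter fold (0.641), for regions of at least 3 kb (26.3) and with the added rule (3.21). Removing the minimum fold moved nothing, since every peak passed it. Excluding every parent was uneven between groups, since most epe1 tfs1DN isolates were already filtered against the parent with the most peaks.

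The seb1-1 peak difference no longer passed it without input peaks (5.73) and between medians (6). With fewer samples, the ago1 centromeric difference no longer passed it without set 2, where it was larger (48.1 kb), and without set 3, where it was smaller (8.47 kb), nor did the clr4 difference without set 2 or set 3 (-50 points each). Curated sites numbered 9 for tfs1DN with at least 50% covered, 11 at folds of at least 3.37, 9 with peaks of at least 1 kb and 10 with same-number isolates as a block, 5 for seb1-1 after merging, and 3 for ago1 with at least 50% covered. The pfs2-11 subtelomeric difference reversed without input peaks (6.18 kb) and ran from -42.4 to 0.955 kb without replicate 1 or 2. Depth is known only as chromosome coverage, from 1.70 to 88.7 reads per base, and the lists hold no values under a fold of 3.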

Other observations

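At the right end of chromosome I, peaks covered 42.4 ± 17.8 kb of the last 100 kb in seb1-1 isolates (SD, n = 15), 31.0 ± 11.2 kb in epe1 tfs1DN (n = 13), 3.36 ± 2.69 kb in vector (n = 15) and 1.302 ± 0.858 kb in ago1 isolates (n = 12). Among parents, without tfs1DN, that of the seb1-1 isolates had 13.05 kb there, that of the second tfs1DN batch 45.1 kb and that of the vector isolates 4.97 kb. The ago1 parents of sets 1, 2 and 3 had 1.36, 35.2 and 4.46 kb, and the isolates of set 2 had 0.363 to 1.70 kb. At the mating-type region peaks covered 20.8 ± 0.700 kb in seb1-1 isolates and 9.12 ± 0.191 kb in vector isolates (SD, n = 15 each), and 21.9 kb in the seb1-1 parent. The input of the seb1-1 batch had 8.96 kb there and that of the vector batch 0 kb, so the 2 groups were not compared on equal inputs.

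In several isolates a peak at a curated site reached beyond it. In vector isolate 1 a region of 18.2 kb on chromosome I, from 577514 to 595740, covered mcp7 and 7 further genes with a fold of 13.5. Among epe1 tfs1DN isolates, regions of 8.60 kb over cta3, ibp1 and its8 in isolate 2 and of 7.995 kb over ccq1, ubp5 and pfl4 in isolate 5 (chromosome III, 1486612 to 1494606) lay near parent peaks under 1 kb. These regions were chosen after their values were seen.

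In pfs2-11 replicate 2 no peak lay right of the centromere on chromosomes I and II, where the list ended at 3791024 and 1646492.

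For isolates with an ectopic region, 12 of 13 epe1 tfs1DN isolates, 9 of 15 vector isolates and 9 of 15 seb1-1 isolates met the rule used here. These counts are higher than those the study reported, but the rules differ. The study required a signal, normalised to the whole-cell extract, above both the background and the parent by a set fold, while the folds here had no input correction, no fold over the parent and no minimum length. With a minimum of 3 kb, which is not a criterion of the study either, 2 of 13 epe1 tfs1DN, 1 of 15 vector, 5 of 12 ago1 and 2 of 15 seb1-1 isolates met it. Under these unlike rules the first is lower, the second and the last are higher, and the ago1 count is close to that of the study. The study's seb1-1 count leaves out the further regions that it saw by eye under its cutoffs. With parent peaks under 1 kb also not used, a rule chosen after the data and the study's counts had been seen, 5 of 13 and 1 of 15 isolates met it in the epe1 tfs1DN and vector groups.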
